A study of Mus musculus with 12 samples.

How the data were processed

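RNA was measured by sequencing in 12 libraries of mouse T cells, 6 from wild-type (WT) and 6 from Pdcd1 knock-in (KI) cells. Per the labels, the cells were OT-II T cells, which carry a T cell receptor specific for an ovalbumin peptide. They had been transduced to express GFP and moved into B6 mice together with MD4 B cells, whose receptor binds hen egg lysozyme (HEL). The recipients were immunized with a HEL-OVA conjugate, and CXCR5-high T cells were sorted from lymph nodes on day 5. Per the labels' protocols, small pools of sorted cells went straight into lysis buffer, polyadenylated RNA was amplified with a method first made for single cells, and Illumina libraries followed. What the knock-in allele changes in the gene is not stated in the labels.

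The authors deposited 2 tables for the whole series. The first holds raw read counts per gene symbol as deposited by the authors, with 25793 gene entries and 5 summary entries for reads that were not assigned. The names of those 5 entries are the ones the HTSeq counting program writes, and reads aligned to more than 1 place were set aside. The second holds FPKM values computed by the authors (fragments scaled by transcript length and by sequencing depth), with 25819 entries. Its identifier column has the heading that Cufflinks tools write, per the file headers. Among them 28 names occurred repeatedly, and their FPKM values were summed here. The aligner, the genome build, the annotation and any use of strand are not stated, so no coordinates are given. Among the count symbols 25 had the form of calendar dates and were kept as they stood.

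Each library's genotype was taken from the labels. Each title carries 2 further numbers, the first running over 1 and 2 and the second over 1 to 3, and the labels do not say whether they stand for animals, experiments or repeat libraries. Both genotypes share these numbers, and the pairing used in the blocked fits comes only from them. The libraries were treated as separate replicates. Over 30 pairs of libraries of the same genotype, the chi-square statistic per degree of freedom ran from 8.58 to 37.0, so no pair agreed within sampling noise. Since amplified reads are not independent molecules, this cannot show whether the libraries are independent replicates.

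Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the default filterByExpr rule, which left 7542 genes. Libraries were scaled by TMM, and KI was compared with WT by the quasi-likelihood F test (glmQLFit with its default settings, and glmQLFTest). Benjamini-Hochberg adjusted p-values under 0.05 counted as changed. The test was first scripted with the newer quasi-likelihood method of edgeR version 4, and was set to the default of glmQLFit after both outputs had been seen. Both gave 2 changed genes without a block, while with the first title number as a block the default gave 4 and the newer method 8. Standard errors of log2 fold changes were taken from the fold change and the F statistic. CPM values are counts scaled to a common TMM-adjusted library total.

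The groups, the designs, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined. By that rule the text names Pdcd1, 10 fixed genes (Cxcr3, Cxcr5, Bcl6, Il21, Il4, Ifng, Tbx21, Icos, Cd40lg and Klf2), and in each direction up to 6 genes that pass the threshold with the same sign within both first numbers. Where none passes in a direction, the 3 genes with the smallest p-values are named. Other genes are named as chosen after their values were seen.

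List scores were mean log2 CPM values (prior count 2) over the tested genes of a list. They were compared by two-sided exact permutation tests over all 924 splits of the 12 libraries, for which the smallest possible p is 0.0022. With the first number as a block, the splits were made within each first number, which gives 400 splits. With both numbers, the signs of the 6 paired differences were flipped in all 64 ways, with a smallest possible p of 0.0312. Single genes below the filter were compared by the same exact permutation test on log2(CPM + 1).

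The scripts were tested on simulated counts drawn with the measured means, library sizes, dispersions and first-number effects. Of 7306 simulated genes that passed the filter, 185 were changed. The edgeR test recovered 62.2% of the 90 genes changed 4-fold without a block and 80.0% with the first number as a block. Of the genes changed 2-fold it recovered 14.7% without and 28.4% with the block. False calls made up 2.78% and 4.81% of the calls. DESeq2 with the block had 12.98% false calls in the same simulation. When no gene was changed, each of these fits made 0 calls. The exact permutation test gave p under 0.05 in 4.8% of 500 simulated comparisons without a shift.

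The alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0, limma-voom with limma 3.58.1, no filter, a mean of at least 50 counts, blocks by the first or by both title numbers, and libraries summed to 2 per genotype. Further ones were a fitted correlation within genotype and first number, each first number alone, each library left out in turn, and limma-trend on the deposited FPKM values. For FPKM, genes needed a value of at least 1 in at least 6 libraries, and pseudocounts of 1 and 0.1 were added before taking log2. Added after seeing the data were the quasi-likelihood method of edgeR version 4 and the blocked fit as a result of its own. Gene order and chromosomes came from GENCODE vM1 on the NCBIM37 assembly, which may differ from the authors' build, and were used only for chromosome, strand, overlap and neighbours. Older symbols were matched through a table of gene names. Figures were drawn with matplotlib 3.10.9.

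The total of gene counts ranged from 717506 to 1801504 per library. The smallest level that 3 counts can show ranged from 1.67 to 4.18 CPM of all gene counts. Intervals are 95% Wilson intervals, and like these floors they cover counting error only, since amplified reads without molecular identifiers are not independent molecules.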

Results

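Transcripts were measured in CXCR5-high OT-II T cells sorted from lymph nodes on day 5 after immunization, with 6 WT and 6 KI libraries. The series addresses how PD-1, the receptor encoded by Pdcd1, regulates the position and function of follicular helper T (Tfh) cells, which help B cells in germinal centres. Its single comparison was KI against WT. Libraries are named by genotype and the 2 numbers of their titles.

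Total gene counts ranged from 717506 in WT 1-3 to 1801504 in KI 2-2, with a median of 1411040. Between 10331 and 11115 genes had at least 1 count. The mean number of detected genes was 10740 ± 251 (SD, n = 6) in WT and 10769 ± 209 (SD, n = 6) in KI, and the difference of 28.8 was smaller than the spread between libraries (exact permutation p 0.835; 0.75 by sign flips of the pairs with both numbers alike). The alternative that moved this most was thinning every library to the smallest total, which gave a difference of -133 (exact permutation p 0.374). Reads assigned to genes made up 46.1% to 60.2% of the reads in the table, and reads aligned to more than 1 place 26.7% to 43.8%. None of 7 library measures differed between the genotypes, with exact permutation p from 0.325 to 0.881 and 0.881 for each after Benjamini-Hochberg adjustment. The 10 most abundant genes took 11.9% to 19.9% of the gene counts.

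Libraries differed more by the first title number than by genotype. The first principal component of log2 CPM held 25.6% of the variance and separated libraries with first number 1 from those with first number 2. Pearson correlations across genes, which are not independent replicates, ran from 0.823 to 0.873 for libraries of the same genotype and first number, and from 0.759 to 0.835 for libraries of the same genotype with different first numbers. Detected genes numbered 10581 ± 136 (SD, n = 6) at first number 1 and 10928 ± 127 (SD, n = 6) at first number 2 (exact permutation p 0.0022, adjusted over 7 measures 0.0076). In the edgeR fit with genotype and first number, 1208 genes differed by first number, 639 higher and 569 lower at number 2. Each first number held 3 libraries of each genotype.

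**Figure D1:**
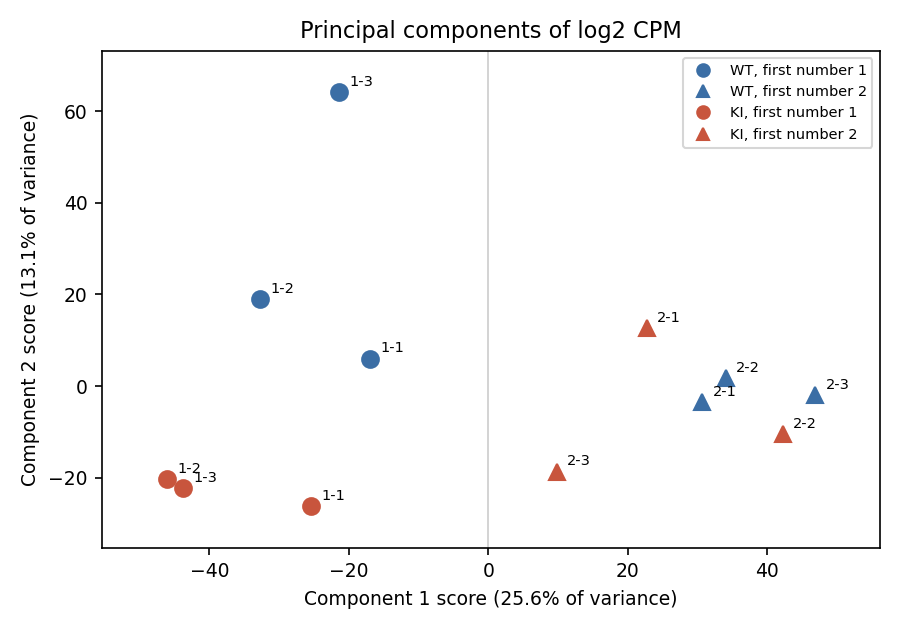
Principal component scores of the 12 libraries from log2 CPM, with component 1 (25.6% of the variance) on the x axis and component 2 (13.1%) on the y axis; colours give the genotype, symbols the first title number, and text the title numbers. Libraries with first number 1 lie below 0 on component 1 and libraries with first number 2 above 0.

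Pdcd1, the gene carrying the knock-in, was measured at 292 ± 151 CPM (SD, n = 6) in WT and 70.0 ± 47.2 CPM (SD, n = 6) in KI. All 6 KI libraries lay below all 6 WT libraries (exact permutation p 0.0022). The log2 fold change was -2.05 (SE 0.42) without a block, and the adjusted p from edgeR's quasi-likelihood test was 0.231 over 7542 genes. With the first number as a replicate block it was -2.24 (SE 0.22) with an edgeR adjusted p of 7.6e-06. The pairing check gave a mean correlation of 0.166 between the deviations of libraries sharing the first number, and -0.165 between libraries that did not. Because deviations from genotype means sum to 0, the value of -0.165 mirrors 0.166 and adds no evidence of its own. Pdcd1 was lower at first number 2 in both genotypes, with 406 ± 134 CPM and 179 ± 17.1 CPM in WT (SD, n = 3 each) and 111 ± 17.7 CPM and 28.6 ± 9.91 CPM in KI (SD, n = 3 each). The interaction of genotype with first number had a log2 value of -0.82 and an edgeR adjusted p of 0.705.

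Across 7542 tested genes, 2 were changed between the genotypes in the edgeR test, both higher in KI and 0 lower, while 407 had an unadjusted p under 0.05. With the first number as a replicate block, for which the pairing correlation was 0.166, 4 genes were changed, 3 higher and 1 lower, and 628 had an unadjusted p under 0.05. The alternative that moved the unblocked count most was DESeq2, with 11 genes. The biological coefficient of variation was 48.9% without the first number and 42.8% with it. For the interaction of genotype with first number, 0 genes passed and 544 had an unadjusted p under 0.05.

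Rnf43 rose from 140 ± 48.0 CPM (SD, n = 6) in WT to 374 ± 44.2 CPM (SD, n = 6) in KI, a log2 fold change of 1.41 (SE 0.22) with an edgeR adjusted p of 0.0270 without the block and 0.0013 with the first-number replicate block. The pairing correlation behind that block was 0.166. 1110028F11Rik rose from 16.8 ± 5.18 CPM to 62.1 ± 12.6 CPM (SD, n = 6 each), a log2 fold change of 1.87 (SE 0.32) with an edgeR adjusted p of 0.0393 without and 0.0104 with the block. For both genes all 6 KI libraries exceeded all 6 WT libraries. In GENCODE vM1 on NCBIM37 both lie on chromosome 11, and 1110028F11Rik is a processed transcript that overlaps Rnf43 on the same strand, so reads of the pair may not be separable. The fourth gene changed in the blocked fit, besides these and Pdcd1, was Supt4h1, chosen after its values were seen. It rose from 174 ± 57.0 CPM to 373 ± 116 CPM (SD, n = 6 each), with a log2 fold change of 1.10 in the blocked fit and edgeR adjusted p-values of 0.305 without and 0.0012 with the block.

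No gene was lower in KI past the threshold without the block. The 3 lower genes with the smallest p-values, which passed no threshold there, were Pdcd1, Fasl and H2-Ob. Fasl was at 260 ± 461 CPM (SD, n = 6) in WT and 14.4 ± 13.1 CPM (SD, n = 6) in KI, a log2 fold change of -4.19 (SE 0.90) with edgeR adjusted p-values of 0.231 without and 0.0570 with the first-number replicate block (pairing correlation 0.166). The WT mean rested largely on WT 1-3, at 1197 CPM. H2-Ob was at 74.4 ± 36.7 CPM (SD, n = 6) in WT and 28.2 ± 6.34 CPM (SD, n = 6) in KI, a log2 fold change of -1.40 (SE 0.33) with edgeR adjusted p-values of 0.410 and 0.155.

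**Figure D2:**
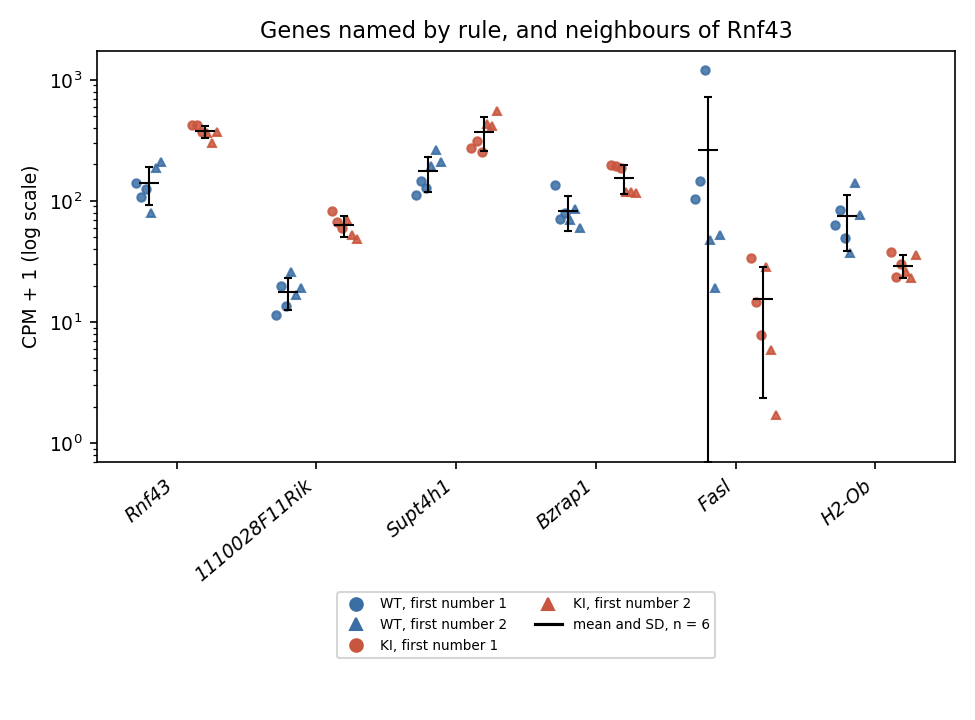
CPM + 1 on a log axis for the genes named by the rule apart from Pdcd1, with Supt4h1 and Bzrap1, which neighbour Rnf43; points are libraries, colours genotypes, symbols the first number, and black marks the mean and SD of 6 libraries, with lower bars that pass the axis ending there. All 6 KI libraries exceed all 6 WT libraries for Rnf43 and 1110028F11Rik, and WT 1-3 stands at 1197 CPM for Fasl.

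Among the fixed genes, Cxcr3 encodes a chemokine receptor typical of T helper 1 (Th1) cells. It was at 171 ± 63.9 CPM (SD, n = 6) in WT and 370 ± 86.5 CPM (SD, n = 6) in KI, and 5 of 6 KI libraries exceeded all WT libraries (exact permutation p 0.0043). The log2 fold change was 1.10 (SE 0.24), with edgeR adjusted p-values over all genes of 0.231 without and 0.0570 with the first-number replicate block (pairing correlation 0.166). Of the 11 fixed genes including Pdcd1, 9 were tested. Adjusted over these 9 alone, Pdcd1 and Cxcr3 passed, with an edgeR adjusted p of 0.000676 each without the block, and 9.1e-09 and 0.000216 with it. Over all genes in the edgeR test, neither passed without the block and Pdcd1 passed with it. Cxcr3 passed over all genes with DESeq2 (adjusted p 0.0244). Its log2 fold change was 1.59 in first number 1 alone and 0.62 in first number 2 alone, and the interaction had an edgeR adjusted p of 0.547. Cxcr3 lies on chromosome X, and donor sex may differ between the genotypes at first number 1, where Xist had 0 counts in WT. A part played by donor sex in the larger rise there was not tested.

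The other 7 tested fixed genes did not differ between the genotypes, with edgeR p-values adjusted over the 9 genes of 0.921 each without the block and from 0.384 to 0.927 with it. Their log2 fold changes were 0.03 (SE 0.23) for Cxcr5, -0.67 (SE 0.65) for Bcl6, 0.47 (SE 0.79) for Il21, -0.10 (SE 0.71) for Tbx21, -0.08 (SE 0.28) for Icos, -0.03 (SE 0.28) for Cd40lg and 0.10 (SE 0.22) for Klf2. Bcl6, Il21 and Tbx21 had mean counts of 10.7, 10.3 and 12.8 per library, and with these standard errors a moderate change in them cannot be excluded. Il4 and Ifng fell below the filter. Il4 was at 5.11 ± 2.20 CPM in WT and 4.84 ± 3.20 CPM in KI (SD, n = 6 each; exact permutation p 0.703, and 0.71 within first numbers). Ifng was at 1.26 ± 1.72 CPM in WT and 5.11 ± 4.02 CPM in KI (SD, n = 6 each; exact permutation p 0.0390, and 0.02 within first numbers). Ifng counts were 0 to 6 in WT and 1 to 16 in KI, and many lay at or under the floor of 3 counts. The Ifng difference did not pass 0.05 on FPKM (exact permutation p 0.0519) or with pairs by both numbers (0.0625).

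**Figure D3:**
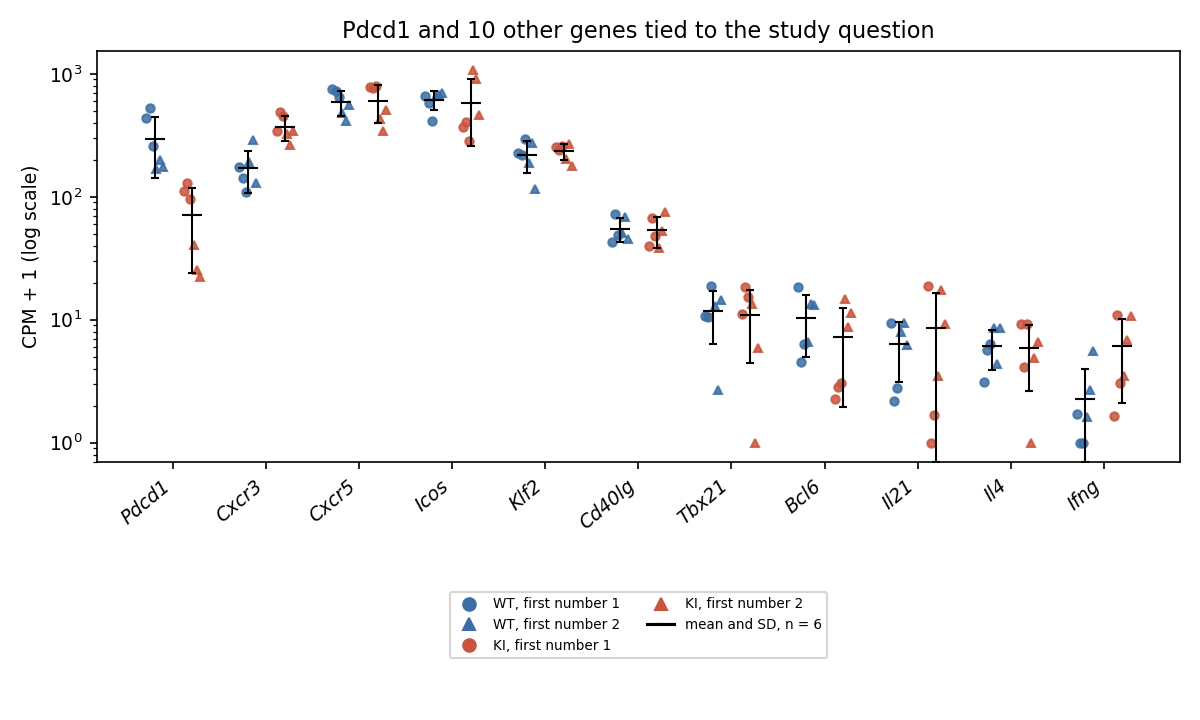
CPM + 1 on a log axis for Pdcd1 and the 10 other fixed genes; points are libraries, colours genotypes, symbols the first number, and black marks the mean and SD of 6 libraries, with lower bars that pass the axis ending there. All KI libraries lie below all WT libraries for Pdcd1, and 5 of 6 KI libraries lie above all WT libraries for Cxcr3.

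Lists of Tfh, Th1, migration and cell cycle genes were scored in each library, to ask whether the genotypes differed in these programmes. None of the 4 scores differed beyond the spread between libraries without a block. The Tfh list (25 of 26 genes tested) had a score of 6.88 ± 0.10 in WT and 6.77 ± 0.12 in KI (log2 CPM, SD, n = 6 each), a difference of -0.10 (exact permutation p 0.132, and 0.14 within first numbers as the replicate block). Of its 25 genes, 12 were higher and 13 lower in KI. The difference was -0.26 at first number 1 and 0.06 at first number 2. The interaction had a permutation p of 0.035, or 0.175 adjusted over 5 lists, the fifth being a list of B cell markers. The Th1 list (12 of 25 genes tested) had scores of 5.89 ± 0.52 and 5.46 ± 0.38 (SD, n = 6 each), a difference of -0.44 (exact permutation p 0.123, and 0.055 within first numbers). Of its 12 genes, 3 were higher and 9 lower in KI. The migration list (22 of 32 genes tested) differed by -0.13 (exact permutation p 0.115, and 0.01 within first numbers), with -0.10 at first number 1 and -0.17 at first number 2. Of its 22 genes, 13 were higher and 9 lower in KI, although the score was lower. The cell cycle list (21 of 32 genes tested) had scores of 4.81 ± 0.45 and 5.28 ± 0.66 (SD, n = 6 each), a difference of 0.47 (exact permutation p 0.180, and 0.095 within first numbers), with 20 genes higher and 1 lower. Adjusted over the 4 lists, the unblocked p-values ran from 0.176 to 0.180. The p-values within first numbers became 0.14 for Tfh, 0.11 for Th1, 0.04 for migration and 0.127 for cell cycle. The migration list thus passed 0.05 with the first-number block and not without it. With pairs by both numbers its unadjusted permutation p was 0.0625, which did not pass. The pairing correlation behind the first-number block was 0.166. The alternative that moved a list score's p most was limma's camera test, which compares a list with other genes rather than permuting libraries. It used a preset correlation of 0.01 between the genes of a list. The camera p was 0.778 for the migration list, and 0.0050 for the cell cycle list. Correlation within the lists was not measured, and where it is higher these p-values are too small.

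Gene by gene, edgeR p-values adjusted over each list alone gave 0 changed genes in the Tfh list, 1 in the Th1 list, 1 in the migration list and 0 in the cell cycle list. The gene was Cxcr3 in both lists. With the first-number replicate block the counts were 2, 3, 3 and 0, and adjusted over all genes they were 0 in every list with or without the block. The block calls within the Th1 list were Cxcr3, Cxcr6 and Eomes, and Cxcr6 and Eomes were lower in KI, with log2 fold changes of -1.60 and -1.85 without the block. In the migration list they were Cxcr3, Cxcr6 and Itga4, the last at -1.31 without the block. In the Tfh list they were Angptl2 and Id3, at 0.62 and 0.51. Apart from Cxcr3, these 5 genes were named after their values were seen.

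**Figure D4:**
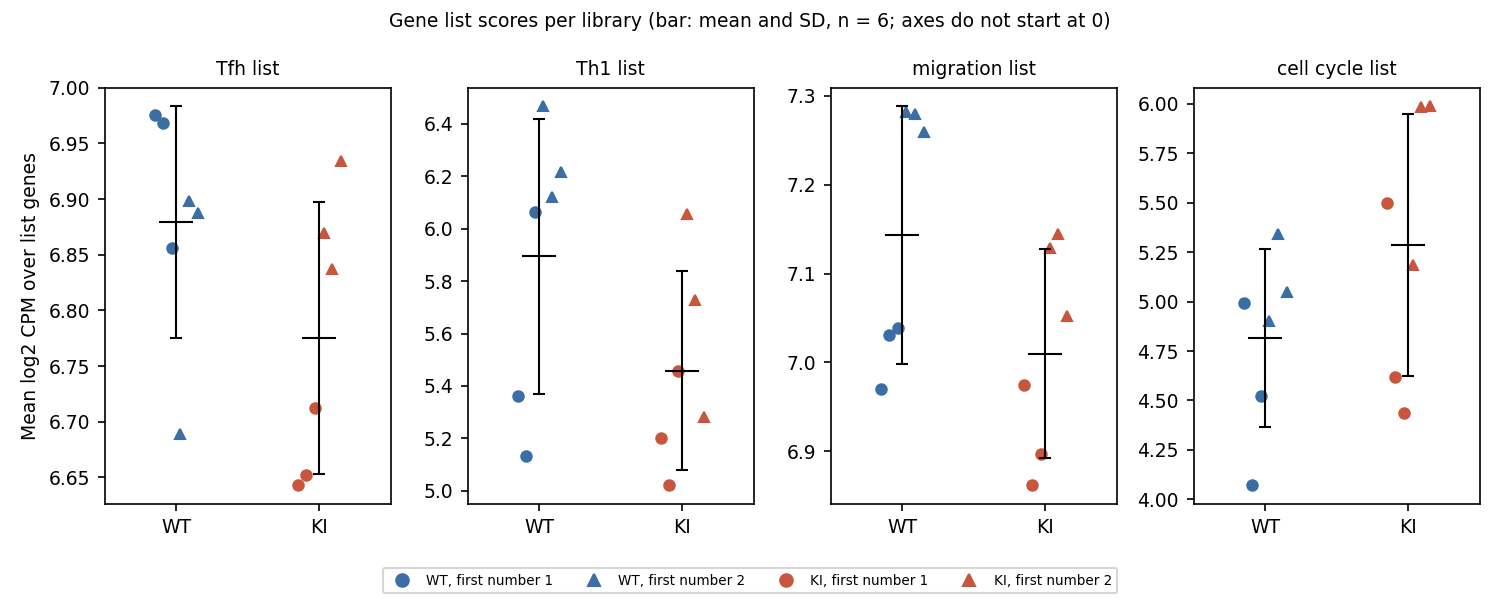
Mean log2 CPM over the tested genes of the Tfh, Th1, migration and cell cycle lists in each library, for WT and KI; colours give the genotype, symbols the first number, black marks the mean and SD of 6 libraries, and the axes do not start at 0. The genotypes overlap in each of the 4 lists.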

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

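The tests of a cytotoxic marker list and of library depth were chosen only after the results were seen. Among 60 sets of 6 libraries checked for a library far from the others, 6 stood out by Dixon's criterion, the gap to the nearest library over the range, where about 3 are expected by chance.

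Fasl stood at 1197 CPM in WT 1-3, far above the other 5 WT libraries, of which the next was WT 1-2. Too few reads were not the reason: the count in WT 1-3 was 669, and the lower 95% Wilson bound was 864 CPM of all gene counts against 131 in WT 1-2. RNA from cytotoxic cells, which express Fasl, was tested with a list of 10 cytotoxic markers, and WT 1-3 ranked 4 of the 6 WT libraries. The marker sum followed the first number, at 9.53 to 41.8 CPM in WT libraries with first number 1 and 173 to 339 CPM with first number 2, so this rank could not show such RNA. Among libraries with first number 1, WT 1-3 at 41.8 CPM lay above WT 1-1 and WT 1-2 (29.1 and 9.53 CPM) but below KI 1-1 and KI 1-2 (49.3 and 42.7 CPM), whose Fasl counts were 52 and 22. The WT libraries with first number 2 had Fasl counts of 32 to 74. Fasl thus did not follow these markers across all libraries. Among WT libraries with first number 1, however, both were highest in WT 1-3. RNA of cytotoxic cells can therefore be neither shown nor excluded. Without WT 1-3 the Fasl change was -2.35 with an edgeR adjusted p of 0.697, against a range of 0.0909 to 0.777 over the 12 fits that each left out a library. Amplification of few starting molecules in this library was not tested, and no biological explanation was tested, since the design sets no group apart for this library.

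The share of reads aligned to more than 1 place was highest in WT 1-3, at 43.8%, and among KI libraries in KI 2-1, at 34.3%. WT 1-3 also had the lowest share assigned to genes, 46.1%. In each genotype 0 libraries had fewer reads than these, as library depth would give. Depth alone does not account for the size of the shares, since WT 1-2 had 1642923 reads against 1554893 in WT 1-3 and 1817492 in KI 2-1, with a share of 30.3%. What else set these libraries apart was not tested. No biological explanation was tested.

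Ifng reached 4.53 CPM in WT 2-3 against 1.69 CPM or less in the other WT libraries. This rested on 6 counts, and its lower 95% Wilson bound was 2.19 CPM of all gene counts against 1.78 in the next library. That library had 3 counts, which is the floor, and its own counting error was not weighed, so little rests on this gap. No biological explanation was tested.

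Bzrap1 stood at 133 CPM in WT 1-1, from 191 counts with a lower 95% Wilson bound of 118 CPM of all gene counts, against 89.1 in the next WT library. Counting error alone does not account for the gap. No biological explanation was tested.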

How the results depend on the processing

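The number of changed genes ranged from 0 to 11 over the alternatives to the unblocked fit. Against 2 genes, RLE, upper-quartile scaling, a mean of at least 50 counts and the quasi-likelihood method of edgeR version 4 (chosen after seeing the data) each gave 2. DESeq2 gave 11 (5 higher, 6 lower), limma-voom 1 (1 higher), and no filter 4 (2 lower). The first-number replicate block gave 4 (1 lower). The block by both numbers gave 3 (1 lower). Once first-number means were removed, libraries with both numbers alike had a mean correlation of -0.0049, so the second number showed no pairing. First number 1 alone gave 3 (1 lower) and first number 2 alone 1 (0 higher, 1 lower). Libraries summed to 2 per genotype gave 0 (0 higher; 143 with an unadjusted p under 0.05), and limma-voom with the fitted correlation of 0.224 gave 0 (0 higher; 194 unadjusted). FPKM with a pseudocount of 1 or 0.1 gave 0 (0 higher; 459 and 461 unadjusted). Leaving out each library gave from 0 to 2 changed genes, from 0 to 2 higher, and 0 lower, with 332 to 615 genes at an unadjusted p under 0.05. The cause was not tested. Whether libraries sharing genotype and first number are independent is not stated. Of these fits, those on summed libraries and with the fitted correlation allow for such dependence, and the summed fit has 2 values per genotype, too few to show stability. Neither had the first-number block, so the difference between first numbers that both genotypes share stayed in their error. Their 0 changed genes therefore cannot show what such dependence alone would do.

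Pdcd1 was lower in KI under every alternative run. It passed the threshold with DESeq2 (-2.07, adjusted p 0.0012), with no filter (-2.01, 0.0364), with the replicate block by the first number (-2.24, 7.6e-06) or both numbers (-2.23, 5.1e-05), and within first number 1 (-1.88, 0.0400) and first number 2 (-2.68, 0.0010). Leaving out each library gave -2.32 to -1.81, with edgeR adjusted p-values from 0.122 to 0.565. Over the other alternatives its adjusted p ran up to 0.9999, with libraries summed. The cause was not tested.

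Rnf43 was higher in KI under each alternative, and past the threshold in 4 of 12 fits that left out a library (1.29 to 1.56, edgeR adjusted p 0.0099 to 0.129). 1110028F11Rik was higher in each as well, and past it in 1 of 12 (1.76 to 2.03, edgeR adjusted p 0.0366 to 0.2004). Rnf43 failed the threshold at first number 2 (adjusted p 0.514), on FPKM (0.256 and 0.323), with the fitted correlation (0.210) and with libraries summed (0.9999). 1110028F11Rik failed it there too (0.605, 0.321 and 0.340, 0.998 and 0.9999). It also failed with limma-voom (0.102), the block by both numbers (0.0533) and first number 1 (0.131). Cxcr3 was higher in KI under each alternative. Without a block it passed the threshold with DESeq2 (adjusted p 0.0244) and within first number 1 (0.0467), over a range of 0.0244 to 0.9999 when no single library was left out. With the first-number block it passed with DESeq2 (0.0016), no filter (2.7e-05), a mean of at least 50 counts (0.0280) and the quasi-likelihood method of edgeR version 4 (0.0395), and not with RLE (0.0508) or limma-voom (0.0540). In the fits that each left out a library, Cxcr3 passed in 0 of 12 without the block (edgeR adjusted p 0.0518 to 0.594). With the block it passed in 2 of 12 (0.0034 to 0.201). Among the single genes other than Pdcd1, under alternatives that kept all libraries or a first number, changes that kept their direction and crossed the threshold numbered 16 weaker and 9 stronger, and when a library was left out 27 weaker and 2 stronger.

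The blocked fit gave 4 genes under RLE and limma-voom as well. It gave 34 with DESeq2, 73 with no filter, 7 with a mean of at least 50 counts and 8 with the quasi-likelihood method of edgeR version 4, and from 3 to 10 when each library was left out. These alternatives were chosen after seeing the data. With DESeq2 and with no filter most of the changed genes were lower in KI, while the blocked fit gave 3 higher and 1 lower. In the simulation 12.98% of DESeq2 calls with this block were false. Within the 12 blocked fits that each left out a library, Pdcd1, Rnf43 and Supt4h1 passed in 12 and 1110028F11Rik in 11.

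List scores kept their direction under the scaling, block, filter, prior count, FPKM and camera alternatives and when a library was left out. Within first numbers the Tfh difference was -0.26 and 0.06, so its direction differed there. The Th1 score (-0.44) had an exact permutation p of 0.0312 with the replicate block by both numbers, the smallest that test can give. The migration score (-0.13) had 0.01 with the block by the first number. It had 0.0625 with the block by both numbers, 0.353 with all measured list genes and 0.591 on FPKM. The cell cycle score was 0.47 with a camera p of 0.0050, which rests on a preset gene correlation of 0.01. Leaving out each library gave -0.14 to -0.076 for the Tfh list (exact permutation p 0.0498 to 0.264), -0.66 to -0.32 for Th1, -0.22 to -0.10 for migration and 0.30 to 0.61 for cell cycle. The difference in detected genes changed sign when libraries were thinned to 717506 counts (-133, exact permutation p 0.374), and the cause was not tested. The interaction with the first number gave 0 genes under RLE, a mean of at least 50 counts and limma-voom.

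Changes that passed no threshold also changed sign, most of them near 0 but Bcl6 and Il21 from -0.67 and 0.47. Cxcr5 was -0.0054 with limma-voom, -0.0075 with a mean of at least 50 counts, -0.013 and -0.016 with the replicate blocks, -0.00096 with libraries summed, -0.0062 with the fitted correlation and -0.17 at first number 2. Bcl6 was 0.069, Icos 0.25 and Cd40lg 0.034 at first number 2, and Tbx21 was 0.19 at first number 1. Il21 was -0.52 with limma-voom, -0.51 with the fitted correlation and -0.20 with the FPKM pseudocount of 0.1. Cd40lg was 0.0082 with no filter, 0.0030 with libraries summed, and 0.0238 and 0.0240 with FPKM pseudocounts of 1 and 0.1. Leaving out each library gave -0.065 to 0.15 for Cxcr5, -0.35 to 0.18 for Tbx21, -0.35 to 0.058 for Icos, -0.16 to 0.057 for Cd40lg, -0.033 to 0.19 for Klf2 and -0.47 to 0.17 for Il4. None of these passed a threshold, and the cause was not tested. The Ifng difference of 1.40 stayed positive but was past 0.05 in 5 of the 12 tests that left out a library (exact permutation p 0.0130 to 0.0823). It had an exact permutation p of 0.0625 with the replicate block by both numbers and 0.0519 on FPKM, and an edgeR adjusted p of 0.596 with no filter.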

Other observations

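The tests of random gene order, overlap on the same or either strand, first number, scaling and flanking genes at the chromosome 11 genes, and all tests of the B cell markers and of Xist, were chosen only after the results were seen.

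The libraries were regrouped to compare the counts of changed genes with those of other groupings. Splits were counted once with their mirrors, and only the 32 that part all 6 pairs with the same numbers were used; other splits put a same-numbered pair into a single group. Of these 32 splits, 1 gave 2 or more changed genes without a block and 1 gave 4 or more with the first-number block, in each case the real split. The highest count in any other split was 0. Genotype differences that a split mixes widen the spread within its groups, so 0 calls there is partly built in. Rnf43, 1110028F11Rik and Supt4h1 are also neighbours on chromosome 11. The counts of 2 and 4 therefore do not measure a distance from chance. By unadjusted p under 0.05 without a block, 2 of the 32 splits gave as many genes as the real 407, the real split included. The highest count in any other split was 413. With the block, 3 of the 32 splits gave as many genes as the real 628, the real split included. The other 2 had 1 and 2 pairs swapped between the genotypes and gave 679 and 639. Further splits with 1 pair swapped gave 334 to 622, and further ones with 2 pairs swapped 203 to 516. Genotype contrast kept in a split therefore does not by itself account for the 2 higher counts. By this unadjusted count the real split was not set apart from other groupings. The 10 splits with 3 pairs swapped gave at most 430. For the interaction with the first number, 6 of the 32 splits gave as many as the real 544.

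The genes higher in KI included neighbours on chromosome 11. In GENCODE vM1 (NCBIM37), Rnf43, 1110028F11Rik, Supt4h1 and Bzrap1 follow each other among the tested genes, on the same strand, with log2 fold changes of 1.41, 1.87, 1.09 and 0.90. Gene order was available for 95.1% of the 7542 tested genes. The strongest window of 3 consecutive genes, with 1110028F11Rik left out as nested in Rnf43, was matched in a share of 1e-04 of 10000 random gene orders, the smallest value they can give. Reads shared between overlapping genes do not account for it, since 2 of the 4 genes rise and overlap no other gene of the table on their strand. Since any use of strand in the counting is not stated, the same was asked for either strand, and again 2 of the 4 genes rose free of an overlap. A gain of a wider segment was tested by the 10 tested genes on each side, whose median log2 fold change was -0.0079. After the relation to GC content and length was removed, the median change of the 3 coding genes was 1.02, from 1.09 before. Among 8 combinations of gene and first number, all 3 KI libraries exceeded all 3 WT libraries in 8. That count shows nothing about a difference between first numbers, because the genes were chosen for their rise. The median change of all tested genes was 0.015, which scaling fixes near 0 in advance, so it shows nothing about library depth or scaling. A scaling factor acts alike on all genes of a library. With RLE and upper-quartile scaling Rnf43 changed by 1.40 and 1.41 (edgeR adjusted p 0.0354 and 0.0234). 1110028F11Rik changed by 1.86 with each (0.0412 and 0.0438). With RLE and the first-number block Supt4h1 changed by 1.09 (0.0016). The choice among these scalings thus did not produce the rise of these genes. Other values go against a difference between first numbers. Each first number held 3 libraries of each genotype, and with it as a block Rnf43 changed by 1.41 (edgeR adjusted p 0.0013) and Supt4h1 by 1.10 (0.0012). A local difference between the KI and WT donors, such as a strain segment, an insertion or a read-through transcript, may also underlie it and needs the reads; it was not tested. Any link to the knock-in remains a hypothesis, and Pdcd1 itself lies on chromosome 1.

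B cell marker genes were lower in KI. The list (9 of 12 genes tested) differed by -0.92 in log2 CPM, with an exact permutation p of 0.0152 and 0.0758 after adjustment over 5 lists, which failed the correction. Within first numbers as the replicate block the exact permutation p was 0.015, or 0.0375 after the same adjustment, which passed it, so the call depends on the block. With pairs by both numbers it was 0.0312. Gene by gene, edgeR p-values adjusted over the list alone gave 6 changed genes without the block, all lower in KI, and 7 with the first-number block, and over all genes 0 with or without it. The gene added by the block was Cd22, which was higher in KI (log2 fold change 0.55 without the block), against the direction of the others. Of its genes 8 were lower and 1 higher, and 3 of 6 KI libraries lay below the lowest WT library. Within first numbers the differences were -0.80 and -1.03. Total gene counts had means of 1258950 in WT and 1461710 in KI (exact permutation p 0.325). With 6 libraries per genotype this test cannot exclude a part played by depth, and the score was not computed at equal depth. The pattern may reflect less RNA from B cells in the sorted KI material. H2-Ob, also lower in KI (log2 fold change -1.40 without the block), was not in the list. Whether less RNA from B cells also bears on H2-Ob was not tested. The list p of 0.0152 restates the pattern and cannot tell such RNA from a change in the T cells themselves.

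Xist, the X-inactivation transcript of female cells, had 0 counts in all 3 WT libraries with first number 1, and 5 to 51 counts in the other 9 libraries. At the median CPM of those 9 libraries, 29.8 counts would be expected in the deepest of the 3, so low depth does not account for it. Cells of a male donor may be present there, but the counts of 4 Y-linked genes were 1, 2 and 19 in the 3 libraries, against at most 4 elsewhere, and with 1 in the lowest library a male donor can be neither shown nor excluded. If donor sex differed, WT and KI at first number 1 would differ in sex as well as genotype. Cxcr3 lies on chromosome X, and its log2 fold change was 1.59 at first number 1 and 0.62 at first number 2. Cd40lg, also on chromosome X, was at -0.099 and 0.034. A part played by donor sex in the Cxcr3 rise can be neither shown nor excluded.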
